# Reduced expression but not deficiency of *GFI1* causes a fatal myeloproliferative disease in mice

**DOI:** 10.1038/s41375-018-0166-1

**Published:** 2018-06-20

**Authors:** Jennifer Fraszczak, Charles Vadnais, Marissa Rashkovan, Julie Ross, Hugues Beauchemin, Riyan Chen, Damien Grapton, Cyrus Khandanpour, Tarik Möröy

**Keywords:** Apoptosis, Myeloproliferative disease

## Abstract

Growth factor independent 1 (Gfi1) controls myeloid differentiation by regulating gene expression and limits the activation of p53 by facilitating its de-methylation at Lysine 372. In human myeloid leukemia, low *GFI1* levels correlate with an inferior prognosis. Here, we show that knockdown (KD) of Gfi1 in mice causes a fatal myeloproliferative disease (MPN) that could progress to leukemia after additional mutations. Both KO and KD mice accumulate myeloid cells that show signs of metabolic stress and high levels of reactive oxygen species. However, only KO cells have elevated levels of Lysine 372 methylated p53. This suggests that in contrast to absence of *GFI1*, KD of *GFI1* leads to the accumulation of myeloid cells because sufficient amount of *GFI1* is present to impede p53-mediated cell death, leading to a fatal MPN. The combination of myeloid accumulation and the ability to counteract p53 activity under metabolic stress could explain the role of reduced GF1 expression in human myeloid leukemia.

## Introduction

Growth factor independent 1 (Gfi1) is a transcription factor [1–7], which can repress target gene transcription by recruiting histone deacetylases, histone methyltransferases or histone de-methylases [3, 4, 8–14]. More recently, it has been suggested that Gfi1 binds to p53 [15] and forms a tripartite complex with LSD1. In this complex, Gfi1 recruits LSD1 to p53 and de-methylates its lysine 372 [16–19] limiting the ability of p53 to induce cell death [15]. As a consequence, Gfi1-deficient cells have more active p53 and are highly sensitive to apoptosis.

Gfi1 is mostly known for its key role in hematopoiesis [2, 20, 21], in particular in early lymphoid and myeloid development [22–26] and in hematopoietic stem cells [27–30]. It has been shown that absence of Gfi1 in mice or disabling mutations in the human *GFI1* gene leads to neutropenia and accumulation of monocyte and monocytic precursors [31–35]. Despite this accumulation of myeloid cells, Gfi1 deficiency alone, does not lead to the development of a myeloproliferative disease (MPN) or of an overt leukemia. Other events such as the overexpression of Bcl-2 [36] or a mutated and activated form of Kras are required to provoke an MPN like disease that can progress to acute myeloid leukemia (AML) in the absence of Gfi1 [37, 38].

Interestingly, low levels of Gfi1 have been associated with a worse outcome of both chronic myeloid leukemia [39, 40] and AML resulting from a myelodysplastic syndrome (MDS) [41, 42]. To study the relation between Gfi1 expression levels and myeloid leukemia, we have generated humanized *GFI1* “knock in” expressing the Human *GFI1* gene at WT levels (called “KI” mice) [38, 43] and mice expressing only a reduced level of *GFI1* called “KD” [26, 41]. KI and KD mice have been used to demonstrate that AML development is accelerated when Gfi1 expression is reduced [41]. However, the exact mechanism by which reduced Gfi1 expression levels accelerate or induce myeloid leukemia remains unclear and poorly understood.

Here, we show that low levels of Gfi1 alone can spontaneously cause a fatal, highly penetrant MPN predisposing to AML after accumulation of secondary mutations. Mice with a reduced expression of *GFI1* present the same myeloid differentiation defect as mice completely lacking Gfi1. However, myeloid cells from KD mice have a lower p53 activity leading to a better survival. Moreover, we present evidence that Gfi1 KO and KD cells show higher levels of reactive oxygen species and oxygen consumption. Our data not only indicate that low Gfi1 expression accelerates AML development and predisposes to very severe MPN, but also link Gfi1 to the regulation of genes controlling metabolisms.

## Experimental procedures

### Mouse strains

Gfi1 KO, *GFI1* KI, Gfi1 KD mice used in this study, have been previously described [26, 38, 41]. Trp53 KO mice were purchased from Jackson laboratory. Mice have been bred on to C57BL/6 genetic background for at least ten generations and were maintained in a Specific-Pathogen-Free Plus environment at the Institut de recherches cliniques de Montreal (IRCM). The Institutional Review Board of the IRCM approved all animal protocols and experimental procedures were performed in compliance with IRCM and CCAC (Canadian Council of Animal Care) guidelines.

### RNA-Seq profiling

RNA-Seq libraries were prepared using the Illumina TruSeq Stranded mRNA Kit according to the manufacturer’s instructions, and sequenced using the TruSeq PE Clusterkit v3-cBot-HS on an Illumina HiSEq 2000 system. Reads were aligned to the mm10 genome using Tophat v2.0.10 [44], processed with Samtools [45] and mapped to Ensembl genes using HTSeq. Differential expression was tested using the DESeq R package (R Coding Team). Raw data and processed reads are available on the Gene Expression Omnibus under the accession number GSE102957.

### Gene set enrichment analysis

The enrichment of selected biological functions was analyzed using the gene set enrichment analysis (GSEA) tool. Read counts for Ensembl genes from HTSeq were used and enrichment calculated using 1000 Gene Set permutations [46].

### Statistical analysis

Two tailed student’s *t*-test was used to calculate *p*-values where indicated. A *p*-value ≤0.05 was considered as statistically significant. Survival curves were analyzed by log-rank Mantel-Cox test using GraphPad Prism (GraphPad Software, La Jolla, CA, USA).

### Data availability

Raw data and processed reads from RNA-seq that support the findings of this study are available on the Gene Expression Omnibus under the accession number GSE102957.

## Results

### Mice expressing a low dose of Gfi1 develop fatal myeloproliferative disease

Gfi1 KD mice (aged 4–12 weeks) showed the same myeloid differentiation arrest that has been previously described for Gfi1 KO mice namely an accumulation of Mac-1^+^Gr-1^low^ monocytes in bone marrow and spleen (Supplemental Fig. 1A–E). However, over an observation period of 300 days, almost all Gfi1 KD mice died with symptoms such as weight loss and splenomegaly, whereas almost all Gfi1 KO mice and all WT or KI animals survived this observation period (Fig. 1**A**-**C**). Spleen cellularity and total splenic myeloid cell counts including all Mac-1^+^ and Gr-1^+^ cells (Supplemental Fig. 1F) were increased in sick KD mice (Fig. 1**D**). In addition, sick KD animals also showed myelofibrosis, higher numbers of white blood cells, platelets, and blast cells but no anemia and higher serum levels of TNF-α compared to KO mice and controls (Fig. 1**E**, **F**; Supplemental Fig. 1G), indicating ongoing inflammation. Moreover, analysis of BM cytospins from KD mice (Fig. 1**G**) showed an increase of megakaryocytes with a normal morphology and an accumulation of immature myeloid precursors but no signs of dysplasia in any lineages. This suggests that KD mice succumb to a fatal MPN very similar to the essential thrombocythemia type where an elevated platelet count is observed in patients (Fig. 1**F**). Supporting this hypothesis, we found that KD had higher numbers of myeloid related progenitors such as MPP3 and GMP cells (Supplemental Fig. 1H), but did not show any changes in HSC numbers (data not shown). Moreover, KD and KO showed a tendency for more erythroid and megakaryocyte progenitors (Supplemental Fig. 1I, J) possibly to compensate the decrease of red blood cells and support the higher level of platelets observed in the blood, respectively.

**Fig. 1:**
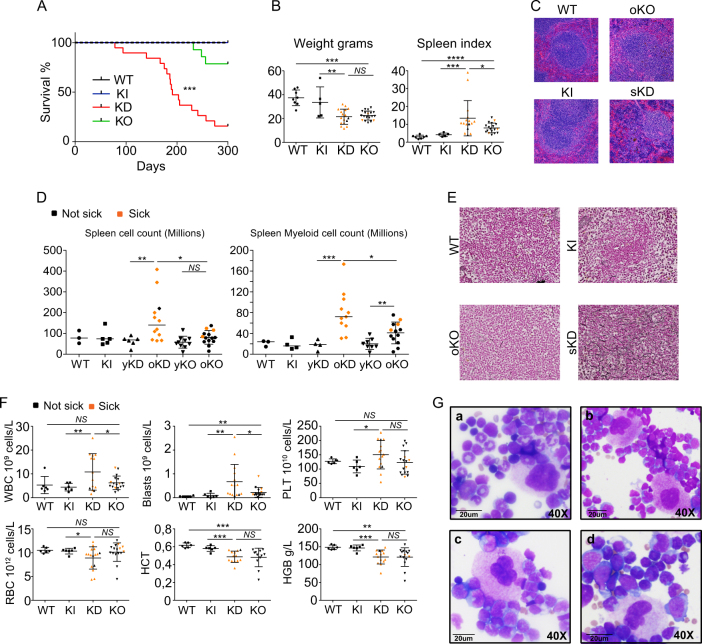
Mice expressing a low dose of Gfi1 develop a fatal myeloproliferative disease. **A** Survival curves of WT, KI, KD, and KO mice. Mice were considered sick when they showed symptoms such as weight loss, shaking, and impaired mobility. **B** Weight (left) and spleen index (right) of sick KD mice compared to age-matched WT, KI, and KO mice. **C** HE staining of spleens from WT, KI, sick KD (sKD), and age-matched old KO (oKO). **D** Total cell counts of splenic cells and myeloid cell counts in spleen of WT, KI, young KD (yKD), old KD (oKD), young KO (yKO), and old KO (oKO). Orange spots mean sick mice. **E** Reticulum staining of spleens from WT, KI, sick KD (sKD) and age-matched old KO (oKO). **F** White blood cell (WBC), red blood cell (RBC), platelets (PLT), hemoglobin levels (HGB), hematocrit (HCT), and blast counts in sick KD and age-matched WT, KI, and KO mice. **G** Examples of BM cytospins from control old KI mice (a), old KD mice (b), old KD mice starting to be sick (c), and sick old KD mice (d) after MGG staining. Magnification 40 ×.

To test the aggressiveness of this disease, we transplanted BM cells from three different sick KD mice into two lethally irradiated recipient mice each. Four out of six animals that received BM cells from sick KD mice succumbed to a disease with similar symptoms as the original KD mice (Supplemental Fig. 1K–M). However, these mice did not develop the disease faster than KD mice themselves, which is indicative for a MPN, but not for leukemia.

### Low Gfi1 expression predisposes to myeloid leukemia in the presence of additional mutational events

It is known that MPN patients can progress to AML over time if additional mutations occur. We investigated whether this situation can be mimicked in our mouse model and used the carcinogen ethylnitrosourea (ENU) or the non-acute retrovirus Moloney murine leukemia virus (MMLV), known to cause lymphoid or myeloid leukemia [1, 47–49]. After injections of ENU or MMLV, we found that KD mice died with the same latency compared to controls (Fig. 2**A**, **C**) but not from the same disease. Indeed, the majority of control WT and KI mice developed T-cell leukemia (T-ALL) after injection of ENU or MMLV (Supplemental Fig. 2A–F). Surprisingly, none of the KD mice injected either with ENU or MMLV developed T-ALL, but succumbed to myeloid leukemia with high penetrance (Fig. 2**B**, **D**, and Supplemental Fig. 2G–J). The injected KO mice developed myeloid leukemia with a lower incidence compared to KD mice and some KO mice also developed T-ALL but with a delay as was previously shown [15]. These data suggest that reduced expression levels of *GFI1* can predispose to the development of a AML in the presence of additional genetic events or mutations (Supplemental Fig. 2K).

**Fig. 2:**
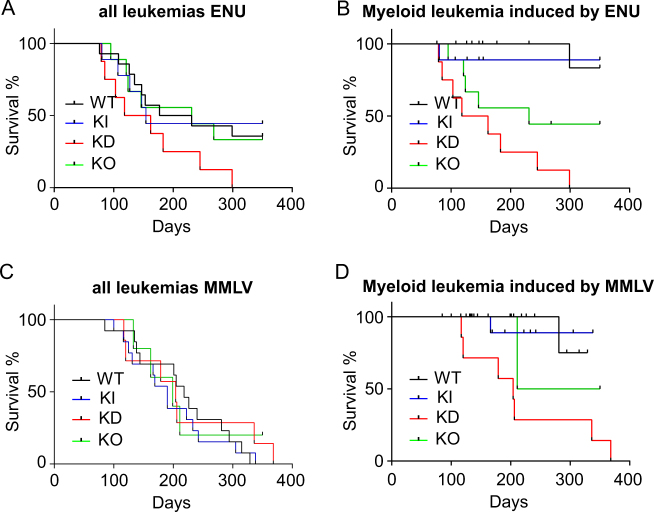
Low level of GFI1 predisposes to myeloid leukemia. **A** and **C** Survival curves of mice. WT, KI, KD, and KO mice were injected with ENU 3 to 4 weeks after birth (**A**) or with MMLV 24 to 72 h after birth (**C**). Mice were analyzed when they developed disease symptoms. **B** and **D** Survival curves of mice developing myeloid leukemia. WT, KI, KD, and KO mice were injected with ENU 3 to 4 weeks after the birth (**B**) or MMLV 24 to 72 h after the birth (**D**). Mice were analyzed when they developed disease symptoms.

### Restoration of normal Gfi1 expression levels abrogates the MPN and myeloid leukemia predisposition in KD animals

To demonstrate that a reduced level of *GFI1* is responsible for the observed disease in KD mice, we set-up an experiment in which full, wild-type Gfi1 expression is restored in these animals. Such as restoration can be achieved in KD mice by expressing Cre recombinase to excise the floxed neo cassette [43]. Hence, we generated Mx-Cre/Gfi1KD mice and injected them with pIpC to activate Cre expression, which led to increased Gfi1 expression levels, similar to the level found in KI thymocytes (Fig. 3**A** and Supplemental Fig. 3A). However, we also found that the Mx-Cre/KD mice, which did not receive any pIpC had a slightly increased level of Gfi1 suggesting background activity of the Cre recombinase. Most significantly, Mx-Cre KD mice that had received pIpC no longer showed the myeloid differentiation arrest seen in KD mice and in KO animals (Fig. 3**B**). In addition, they no longer developed a fatal MPN (Fig. 3**C**, **D**). Most of the Mx-Cre Gfi1-KD transgenic mice also remained disease free although no pIpC was injected, probably due to “leaky” expression of the Cre recombinase.

**Fig. 3:**
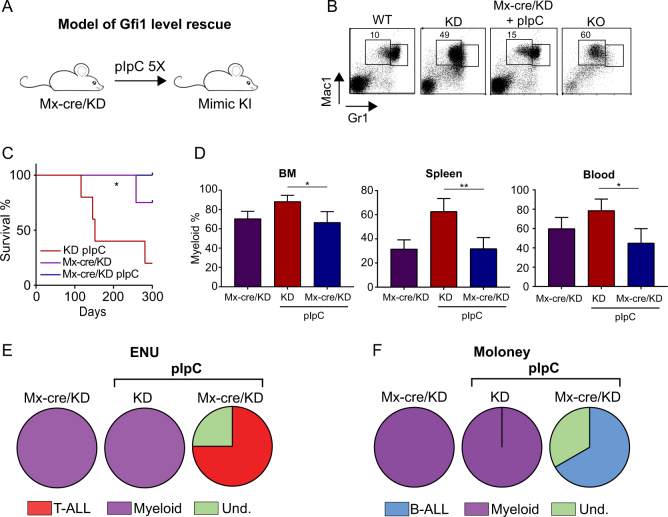
Gfi1 level rescue abrogates the myeloproliferative disease and myeloid leukemia predisposition. **A** Mouse model of Gfi1 level rescue. Mx-cre/KD mice injected with five doses of pIpC every 2 days have a deletion of the Neo cassette in the Human GFI1 transgene rescuing the level of Gfi1 (KI). **B** Representative FACS plot of BM cells from Mx-cre/KD mice injected with pIpC, WT, KD, and KO mice. BM cells were stained with Mac1 and Gr1 antibodies and analyzed by flow cytometry. **C** Survival curves of Mx-cre/KD mice injected or not with pIpC and KD mice injected with pIpC. Mice were considered sick when they showed symptoms such as weight loss, shaking, and less mobility. **D** Percentages of myeloid cells in sick KD mice injected with pIpC and Mx-cre/KD mice injected or not with pIpC. BM, blood, and splenic cells from sick mice were stained for the expression of myeloid markers Gr1 and Mac1 and analyzed by flow cytometry. **E** and **F** Proportions of T-ALL, myeloid leukemia, B-ALL, and undeterminate disease in sick Mx-cre/KD mice receiving or not pIpC and sick KD mice receiving also pIpC, 80 days after injections with ENU (**E**) or MMLV (**F**).

Interestingly, we also found that Mx-Cre KD mice injected with MMLV and ENU and later with pIpC developed predominantly lymphoid leukemia (Fig. 3**E**, **F**) while mice expressing a low level of Gfi1 still showed the myeloid accumulation leading to myeloid leukemia (Supplemental Fig. 3B, C). These results indicate that restoration of normal levels of Gfi1 expression abrogates the predisposition of Gfi1 KD mice to develop a fatal MPN and AML upon ENU or MMLV injection confirming the significance of Gfi1 levels in both diseases.

### Reduced *GFI1* expression confers increased plating and reconstitution efficiency

To further investigate why KD and KO myeloid cells show this different behavior, we performed colony assays. We observed that cells from BM and spleen of both young, healthy KD mice and old, sick KD animals generated higher number of colonies than cells from age-matched KO mice or controls after a second or third re-plating (Fig. 4**A**, **B**, and Supplemental Fig. 4A). However, colony formation of KD cells was limited to three rounds of plating. Competitive transplantation assays with BM cells from WT, KI, KD, and KO mice showed a better reconstitution capacity for KD than for KO BM cells (Fig. 4**C**). Transplanted KD and KI BM cells reached higher percentages of CD45.2^+^ cells in the blood but never equivalent to WT BM cells (Fig. 4**C**). Cells from transplanted mice were then used for a secondary transplantation experiment where we found that CD45.2^+^ cells from both KD and KO cells were lost (Fig. 4**D**). These experiments suggested that cells from KD animals do not have a better self-renewal capacity than cells from WT or KI mice.

**Fig. 4:**
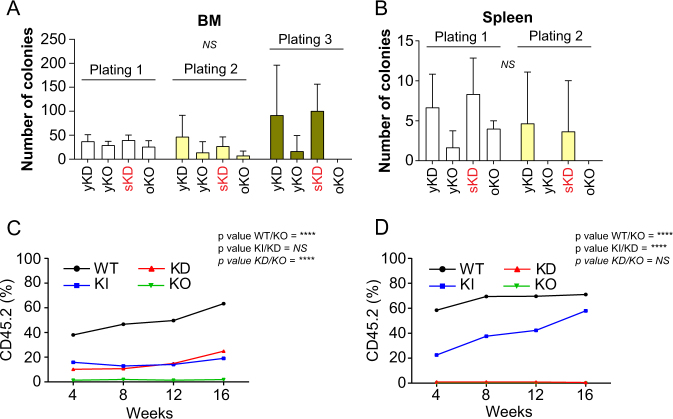
Sick KD mice showed increase myeloid progenitors in the BM and in the spleen. **A** and **B** Colony assay performed with 5000 BM cells (**A**) or 5000 splenic cells (**B**) from young KD (yKD) and KO (yKO), sick KD (sKD) and age-matched KO (oKO) mice. Every week, cells were harvested and plated in 1 mL of methylcellulose. **C** An equivalent number of CD45.1^+^ BM carrier cells and CD45.2^+^ BM cells from WT, KI, KD, and KO mice were transplanted into lethally irradiated recipient CD45.1 mice. After, 4, 8, 12, and 16 weeks, blood from transplanted recipient mice was analyzed for the expression of CD45.1 and CD45.2 by FACS. **D** A serial secondary transplantation assay was performed with BM cells from the 1st round transplanted mice. After, 4, 8, 12, and 16 weeks, blood from transplanted mice was analyzed for the expression of CD45.1 and CD45.2 by FACS.

To test whether the difference in reconstitution between KD, KI, and WT cells can be explained by a lower homing capacity, we transplanted BM cells form WT, KI, KD, and KO mice with or without competitors into CD45.1 recipients and tested the presence of CD45.2^+^ cells after 24 h. No difference in homing was observed (Supplemental Fig. 4B, C). However, the frequency of progenitor cells (lin^−^) among the CD45.2^+^ population was significantly lower in mice transplanted with KD and KI cells compared to WT transplants (Supplemental Fig. 4D). These data suggest that the number of progenitor cells migrating into the BM of recipient mice after transplantation is different, potentially explaining the delay of the reconstitution (Fig. 4**C**). We also found that the engraftment capacity after 6 weeks, was similar between WT, KI, and KD but was decreased for KO cells (Supplemental Fig. 4E). This decrease is also seen in a competition context 16 weeks after transplantation where we could not find any KO cells (Supplemental Fig. 4F–H). We hypothesized that the improved plating efficiency and enhanced initial reconstitution capacity of KD cells could be due to their greater resistance to cell death compared to KO cells.

### Cells from KD mice showed a better survival and resistance to stress compared to KO cells

To test this, we compared RNA-seq expression profiles from young KD and KO BM cells, but did not find a significant enrichment of gene signatures related to apoptosis or p53 signaling nor did we find differences between KD and KO BM cells in apoptosis (Supplemental Fig. 5A, B). However, after a stress signal (γ-irradiation), we observed a better survival of BM cells, which correlated with a lack of upregulation of p53 effector genes such as Puma, Noxa, or p21 in BM KD cells vs. the equivalent BM KO cells (Supplemental Fig. 5C, D). 

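Whole BM cells from 8 mice were profiled by RNA-seq, in 4 groups of 2 mice each. The young KD mice were 39 and 42 days old, the young KO mice 48 and 44 days, the old KO mice 158 and 101 days and the sick KD mice 187 and 78 days. The paper describes a myeloproliferative neoplasm in sick KD mice, whereas the sample labels give acute myeloid leukemia for these mice, and the paper's name for the group is used. The kit the authors used selects poly(A) RNA and keeps the strand. They aligned the reads to the mm10 genome with Tophat, counted reads on Ensembl genes with HTSeq and deposited the raw count of each of 41214 genes per mouse. The paper's text does not name the Ensembl release or the strand setting of the counting. The counts on genes were 26642067 and 30139409 in the sick KD libraries, 27515379 and 39308657 in the old KO libraries, 32037260 and 39212193 in the young KD libraries and 32222614 and 42679114 in the young KO libraries. Reads outside annotated genes were 42.0% and 38.8% of the uniquely aligned reads in the sick KD libraries, and between 26.9% and 33.8% in the other libraries. Replicate libraries differed by more than sampling noise, with a chi-square per degree of freedom of 21.8 for young KD, 22.6 for young KO, 32.5 for old KO and 35.9 for sick KD. Neither the labels nor the paper give a sequencing batch.
The targeted gene Gfi1 (ENSMUSG00000029275, chromosome 5 from 107716657 to 107726036 on GRCm38) was counted in every library. Its counts were higher in the libraries labelled KO than in those labelled KD. Normalized for library size by edgeR's TMM method, it reached 6.20 and 7.01 CPM (counts scaled to library size) in the libraries labelled young KD, 14.2 and 14.4 CPM in those labelled young KO, 5.43 and 7.08 CPM in those labelled sick KD and 13.2 and 29.9 CPM in those labelled old KO. The log2 fold change between the libraries labelled KO and KD was 1.10 in young mice (standard error 0.13, adjusted p = 0.324 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between the libraries labelled old KO and sick KD it was 1.77 (standard error 0.38, adjusted p = 0.0234 from edgeR). With DESeq2's Wald test in place of edgeR, the difference in young mice had an adjusted p of 1.86e-05. The supplement describes the KD allele as a human GFI1 cDNA with a neo cassette in antisense, and reads of the human cDNA were not counted separately. Counts on the mouse gene are thus no clean measure of GFI1 from the KD allele, and cannot decide whether the labels are right. The libraries are therefore called by their labels, and each direction given between KO and KD rests on them.

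**Figure D1:**
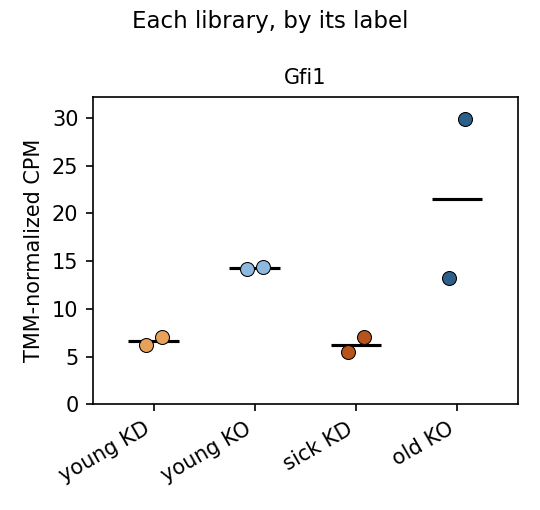
Gfi1 expression (y axis, TMM-normalized CPM) in the libraries of each label (x axis), with 1 point per mouse and a line at the mean of the 2 mice. The 4 libraries labelled KO lie between 13.2 and 29.9 CPM, above the 4 labelled KD, between 5.43 and 7.08 CPM.

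For each comparison of groups, genes with enough counts for edgeR's filterByExpr were tested, and enrichment scores were computed with 1000 gene-set permutations as in the paper's methods. These permutations exchange genes and not mice, so their p does not cover the spread between mice. An exact permutation test of 2 mice against 2 cannot go below a two-sided p of 0.333.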

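Apoptosis genes were taken from the mouse set of the Reactome collection, since the members of the paper's own sets were not used here, and 136 of them were tested in young mice. Ranked by Signal2Noise, they had a normalized enrichment score (NES) of 1.37, where positive values stand for higher expression in the libraries labelled young KO. The gene-set permutation p was 0.0219, and 0.0691 after Benjamini-Hochberg adjustment over the 6 enrichment scores computed. The mean log2 fold change of the set was 0.03 (adjusted p = 0.204 from limma's camera test, which allows for correlation between genes). With edgeR, 0 of its genes had an adjusted p under 0.05 and 4 had an unadjusted p under 0.05. The alternative that moved this score most was a hand-written list of genes that promote or block apoptosis, with an NES of -0.765 (permutation p = 0.935). A hand-written list of p53 signaling genes, 60 of them tested, had an NES of -0.527 (permutation p = 1) and a mean log2 fold change of -0.02 (adjusted p = 0.893 from limma's camera test). Of these genes, 0 passed edgeR's adjusted threshold and 2 had an unadjusted p under 0.05. The paper compared the young mice to test its hypothesis that KD cells resist cell death better than KO cells, and states that neither signature was significantly enriched.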

Considering that most of the cells found in KD and KO BM are myeloid cells, we sorted this population based on Gr1 and Mac1 expression (Supplemental Fig. 5E) and analyzed them by RNA-Seq. We found that KO myeloid cells show a higher enrichment for gene sets involved in positive regulation of cell death compared to KD myeloid cells (Fig. 5**A**). This enrichment correlated with a higher capacity to undergo apoptosis in KO myeloid cells regardless of whether a stress signal was present (Fig. 5**B**).

**Fig. 5:**
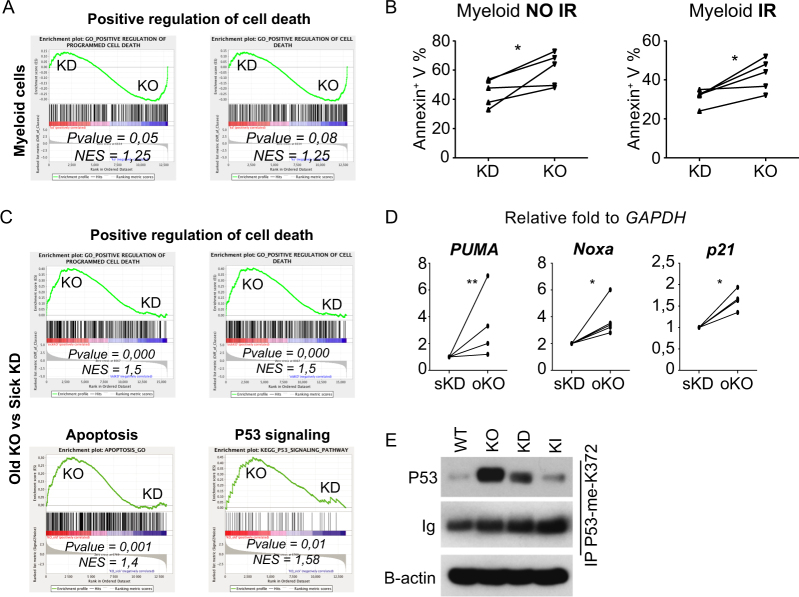
KD mice showed a different survival and p53 responses compared to KO mice. **A** RNA-seq analysis was performed to compare sorted myeloid cells from young and not sick KD and age-matched KO. Example of Gene Set Enrichment Analysis of significantly modulated functions: positive regulation of cell death. NES = normalized enrichment score. **B** Percentages of annexin V positive cells in sorted KD and KO myeloid cells from healthy and young mice after or not irradiation (5 Gy). **C** RNA-seq analysis was performed to compare BM cells from sick KD and age-matched KO (“old KO”). Gene Set Enrichment Analysis of positive regulation of cell death, apoptosis, and p53 signaling. NES = normalized enrichment score. **D** *Puma, Noxa*, and *p21* expression in old KO BM cells compared to sick KD BM cells. All values were normalized to the expression of the *Gapdh* gene and are presented relative to cDNA from age-matched sick KD BM cells. **E** Methyl-p53 expression (lysine 372) measured by western blot in WT, KI, KD, and KO BM cells.

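Between the libraries labelled old KO and sick KD, 2626 of the 14470 tested genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test. Of these, 1437 were higher and 1189 lower in old KO. With each library's trend in GC content, transcript length and gene span removed, 1650 genes were higher and 2086 lower. This alternative was chosen after the data were seen, and it reversed which direction held more genes. Of the protein-coding genes named for the largest changes, all but Galnt9 had few counts. Galnt9 had 0 counts in both sick KD libraries and 704 and 452 counts in the old KO libraries. Its log2 fold change was 12.10 (standard error 0.92, adjusted p = 0.00395 from edgeR). With 0 counts in both sick KD libraries, the size of this fold change is not well determined. Lonrf2 had 0 counts in both sick KD libraries and 26 and 19 in the old KO libraries (adjusted p = 0.0149 from edgeR). Hrh1 had 0 counts in both sick KD libraries and 14 and 18 in the old KO libraries (adjusted p = 0.0153 from edgeR). In the other direction, Faim2 had 25 and 22 counts in the sick KD libraries and 1 in each old KO library, a log2 fold change of -4.73 (adjusted p = 0.00595 from edgeR). The stefin A gene Stfa1 had 97 and 14 counts in the sick KD libraries against 2 and 0, and BC100530 had 120 and 15 against 4 and 5. The log2 fold change was -6.00 for Stfa1 and -4.27 for BC100530. With each mouse left out in turn, it ranged from -9.07 to -3.88 for Stfa1 and from -5.14 to -1.97 for BC100530. Both values are therefore uncertain. Reads can also be split among the near-identical genes of their cluster, which was not tested. Kdm1a, which encodes LSD1, had a log2 fold change of 0.53 (standard error 0.11, adjusted p = 0.0224 from edgeR). Bcl2 had a log2 fold change of 0.39 (standard error 0.13, adjusted p = 0.0808 from edgeR), and passed the threshold when all 8 mice were fitted together (adjusted p = 0.0291 from edgeR). Itgam, which encodes Mac1, did not differ beyond the spread between mice, with a log2 fold change of 0.04 (standard error 0.19, adjusted p = 0.901 from edgeR).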

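A hand-written list of genes that promote cell death, 90 of them tested, had an NES of 0.806 between the libraries labelled old KO and sick KD (gene-set permutation p = 0.823). Of these genes, 9 were higher and 5 lower in old KO with an adjusted p under 0.05 from edgeR, among them Dapk2 (log2 fold change 2.01) and Ddit3 (log2 fold change 1.00). The Reactome apoptosis set, with 135 genes tested, had an NES of 0.826 (permutation p = 0.845), and 10 of its genes were higher and 8 lower. Among the genes of that set that were higher in old KO, Dynll2 had a log2 fold change of 0.97 (adjusted p = 0.0141 from edgeR). Its mean was 18.0 CPM in old KO, 16.5 in young KO, 15.0 in young KD and 9.10 in sick KD. The p53 signaling list had an NES of 1.34 (permutation p = 0.0530, and 0.106 after Benjamini-Hochberg adjustment), with 8 genes higher and 1 lower of the 60 tested. This call changed with the processing. Ranked by the difference of group means, the p53 list had an NES of 1.51 (permutation p = 0.0102), and among genes with at least 10 counts in every mouse it had an NES of 1.57 (permutation p = 0.00794). With each library's trend in GC content, transcript length and gene span removed, an alternative chosen after the data were seen, it was 1.16 (permutation p = 0.223).
Among p53 effector genes, Bbc3 (Puma, ENSMUSG00000002083, chromosome 7 from 16308393 to 16318205) had 7.33 ± 1.02 CPM (SD, n = 2 mice) in the libraries labelled old KO and 2.54 ± 0.437 CPM (SD, n = 2) in those labelled sick KD. Its log2 fold change was 1.51 (standard error 0.26, adjusted p = 0.0125 from edgeR's quasi-likelihood test), and stayed between 1.34 and 1.69 with each mouse left out in turn. Pmaip1 (Noxa, ENSMUSG00000024521, chromosome 18 from 66458533 to 66465565) had 12.3 and 13.7 CPM in the old KO libraries and 8.63 and 8.70 CPM in the sick KD libraries. The log2 fold change of Pmaip1 was 0.57 (standard error 0.18, adjusted p = 0.0671 from edgeR), which did not pass the threshold. Cdkn1a (p21, ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727) had 4.43 ± 0.100 CPM (SD, n = 2) in old KO and 4.71 ± 1.75 CPM (SD, n = 2) in sick KD. This difference was smaller than the spread between the sick KD mice, with a log2 fold change of -0.11 (standard error 0.30, adjusted p = 0.829 from edgeR). Igf1 and Cd82 were the other members of the p53 list with the largest positive log2 fold changes, at 1.86 and 1.00. Mean Igf1 was 4.01 CPM in old KO, 3.72 in young KO, 3.81 in young KD and 1.10 in sick KD. Mean Cd82 was 62.3, 47.1, 51.8 and 30.7 CPM in the same order. The directions rest on the labels, which the Gfi1 counts cannot check. The paper set old KO against sick KD cells under its hypothesis that KD cells are more resistant to cell death than KO cells.

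**Figure D2:**
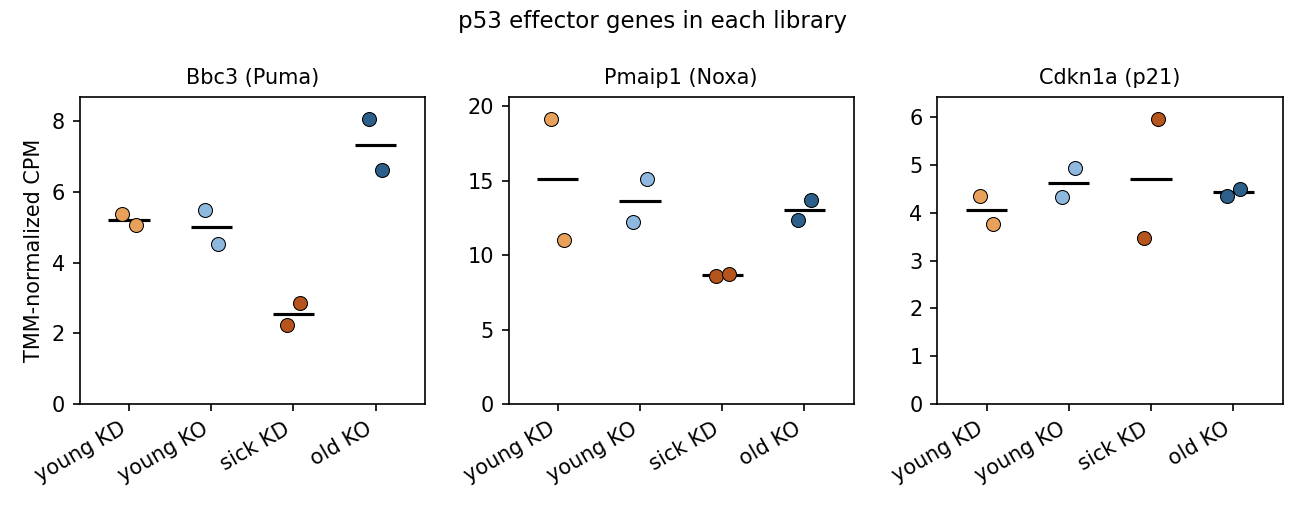
Expression of Bbc3, Pmaip1 and Cdkn1a (y axes, TMM-normalized CPM) in the libraries of each label (x axes), with 1 point per mouse and a line at the mean of the 2 mice. Bbc3 lies between 6.61 and 8.05 CPM in the libraries labelled old KO and between 2.24 and 2.85 CPM in those labelled sick KD, while Cdkn1a overlaps between these groups.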

Next, we compared RNA expression profiles from whole BM cells from sick KD mice and age-matched (old) KO animals and observed an enrichment of gene sets for positive regulation of cell death, apoptosis and p53 signaling (Fig. 5**C**) in old KO cells over sick KD cells. This was in agreement with an upregulation of Puma, Noxa, and p21 in old KO cells compared to sick KD cells (Fig. 5**D**). This indicated that Gfi1 KD cells lack the previously reported sensitivity of Gfi1 KO cells [15, 36] to react with increased apoptosis in response to stress signals. This data suggested also that p53 activity is differently regulated in KD cells than in KO cells. Indeed, we found that KO BM cells had a higher level of p53 methylated on lysine 372, known to be associated with an active p53, compared to KD BM cells (Fig. 5**E**).

To explore which events could lead to a basal activation of p53, especially in myeloid cells, we measured the production of reactive oxygen species (ROS) by myeloid cells. We found an increased production of ROS in KO and KD sorted myeloid cells compared to control cells WT and KI (Fig. 6**A**). 

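The Reactome set of respiratory electron transport and ATP synthesis was used for oxidative phosphorylation, with 90 genes tested in whole BM cells. Its NES between the libraries labelled old KO and sick KD was -1.45, where negative values stand for higher expression in sick KD (gene-set permutation p = 0.0230, and 0.0691 after Benjamini-Hochberg adjustment). With 100000 permutations, chosen after the data were seen, the p was 0.00780. The mean log2(CPM + 1) of the set was 6.60 and 6.63 in the sick KD libraries, and 6.28 and 6.47 in the old KO libraries. In the young libraries it lay at 6.40 and 6.36 for KD and at 6.48 and 6.39 for KO. The mean log2 fold change of the set was -0.26 (adjusted p = 0.000117 from limma's camera test with its preset correlation between genes of 0.01). With the correlation estimated from these mice, at 0.531, limma's camera test gave a p of 0.481. That setting can give a much larger p even at a correlation near 0.01, so this p cannot decide whether the set changed. With subunits of complexes I to V chosen by symbol, the NES was -1.08 (permutation p = 0.280). The direction rests on the labels, which the Gfi1 counts cannot check.

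**Figure D3:**
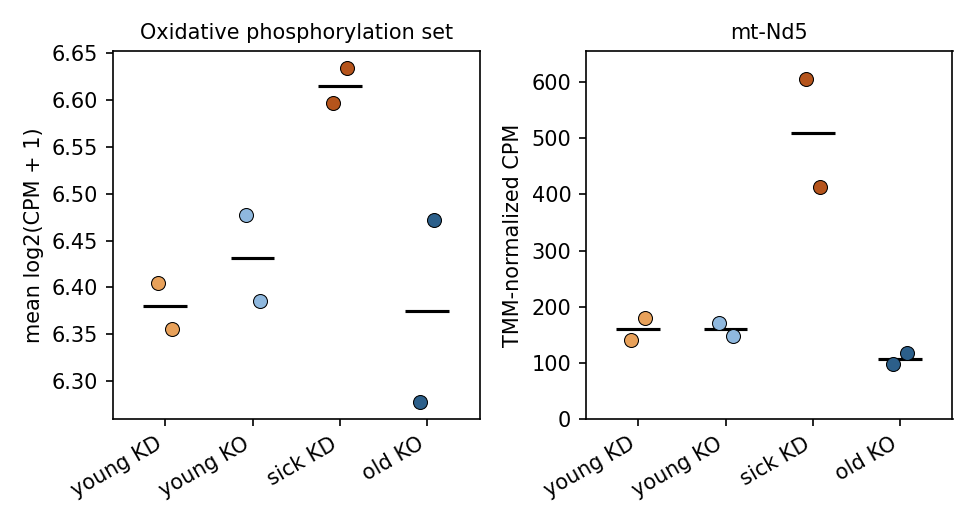
Mean log2(CPM + 1) of the oxidative phosphorylation set (left y axis) and TMM-normalized CPM of mt-Nd5 (right y axis) in the libraries of each label (x axes), with 1 point per mouse and a line at the mean of the 2 mice. The set lies at 6.60 and 6.63 in the libraries labelled sick KD, and between 6.28 and 6.48 in the other 6 libraries.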

We also found a slight, but variable tendency of sick KD myeloid cells to produce more ROS than old KO myeloid cells (Supplemental Fig. 5F), associated to an enrichment of sets of genes involved in oxidative phosphorylation (Supplemental Fig. 5G).

**Fig. 6:**
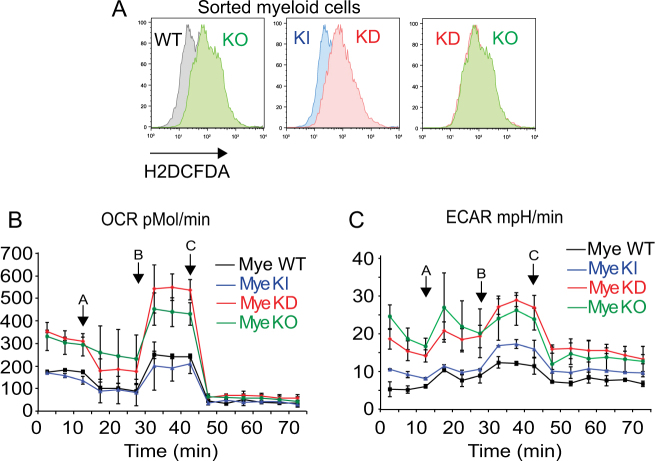
KD and KO cells showed a metabolic deregulation. **A** Representative histogram showing ROS production by sorted myeloid cells from WT, KI, KD, and KO mice. BM cells were stained for Gr1 and Mac1 and sorted based on an identical gate and analyzed for ROS production by staining with H2DCFDA. **B** and **C** Oxygen consumption rate (OCR) (**B**) and extracellular acidification rate (ECAR) (**C**) by sorted myeloid cells from WT, KI, KD, and KO measured with the seahorse technology by using the Mito Stress Cell Kit. A = oligomycin, B = FCCP, and C = rotenone.

This data suggested a possible deregulation of the metabolic activity in KD and KO myeloid cells causing an increased ROS production. To test this hypothesis, we used the Seahorse analyzer and found that sorted myeloid cells from young KD and KO mice had similarly elevated mitochondrial oxygen consumption and acidification rates when compared to WT and KI cells (Fig. 6**B**, **C**). We also found a small increase in maximal oxygen consumption and acidification in total BM cells from sick KD mice compared to age-matched KO mice (Supplemental Fig. 5H). This indicated that the myeloid population in KD and KO mice has a higher metabolic activity and possibly as a consequence of this, higher ROS levels than control cells. This again could be a trigger for further progression of myeloid malignancies, since ROS has been implicated in myeloid pathogenesis and prognosis [50–52].

### KO mice missing one or two alleles of p53 develop a fatal MPN similar to KD animals

Given the lower methylation of p53 at K372 associated with a lower activity of p53 in KD over KO cells, it is possible that KD mice are less capable to eliminate accumulated myeloid cells than KO mice. If this hypothesis was true, decreasing or eliminating p53 activity in KO mice should lead to the same MPN that is observed in KD mice. To test this, we deleted one or both alleles of p53 in Gfi1 KO and KD mice as well as in WT and KI control animals. As previously reported, WT and KI, p53^−/−^ mice developed predominantly T-ALL. However, KD/p53^−/−^ and KO/p53^−/−^ animals succumbed mainly to MPN with a 100% penetrance (Fig. 7**A**–**C**). In addition, while control WT and KI/p53^+/−^ mice remained free of disease, KO/p53^+/−^ and KD/p53^+/−^ mice developed MPN with similar latencies (Fig. 7**D**–**F**). We confirmed that deletion of one allele of p53 and thus a decreased p53 expression (Supplemental Fig. 6A) abrogated the difference of *Puma* expression between sick KD/p53^−/−^, KD/p53^+/−^, KO/p53^−/−^, and KO/p53^+/−^ BM cells (Supplemental Fig. 6B, C). Moreover, KO and KD/p53^+/−^ BM cells showed very similar colony plating efficiencies and bone marrow reconstitution capacities (Supplemental Fig. 6D–F). This indicated that KD and KO cells differ in their regulation of p53 activity and when this difference is eliminated or reduced, both KD and KO mice are predisposed to develop a fatal MPN.

**Fig. 7:**
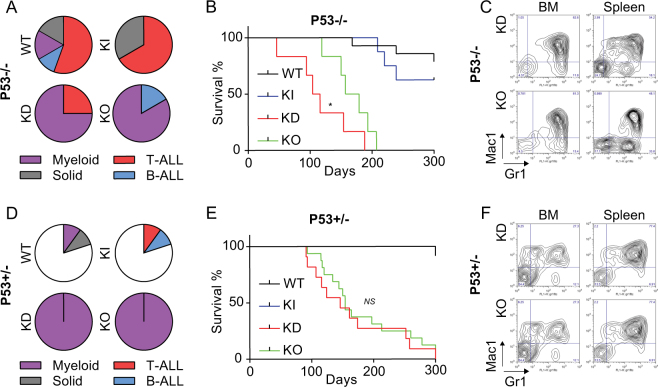
KD mice showed a different p53 signaling profile compare to the KO mice. **A** Proportions of T-ALL, myeloid leukemia, B-ALL, and solid tumors in sick WT p53-/-, KI p53-/-, KD p53-/-, and KO p53 -/- mice. Mice were considered sick when they showed symptoms such as weight loss, shaking, and less mobility. **B** Survival curves of sick WT p53-/-, KI p53-/-, KD p53-/-, and KO p53-/- mice developing a myeloid disease. **C** Representative FACS plots of sick KD p53-/- and KO p53-/- developing a myeloid disease. **D** Proportions of T-ALL, myeloid leukemia, B-ALL, solid tumors, or no disease in sick WT p53 + /-, KI p53 + /-, KD p53 + /-, and KO p53 + /- mice. Mice were considered sick when they showed symptoms such as weight loss, shaking, and less mobility. **E** Survival curves of sick WT p53 + /-, KI p53 + /-, KD p53 + /-, and KO p53 + /- mice developing a myeloid disease. **F** Representative FACS plots of sick KD p53 + /- and KO p53 + /- developing a myeloid disease

## Discussion

We show here that a low dose of Gfi1 leads to a fatal MPN with high penetrance in mice, which can progress to AML in the presence of additional mutations. We present evidence that this MPN arises as a consequence of a combination of three effects caused by low Gfi1 expression (Fig. 8): a myeloid differentiation arrest with accumulation of myeloid cells; altered metabolic activity leading to elevated ROS levels and reduced ability to activate a p53 cell death pathway upon stress signals.

**Fig. 8:**
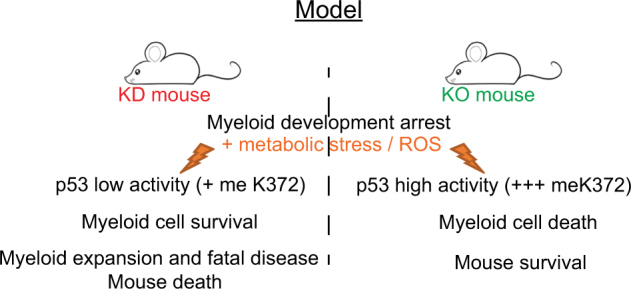
Model comparing KD and KO mice. In this model, KD and KO mice have a myeloid arrest associated with ROS production, which can activate p53 signaling. KO mice show a higher p53 activity leading to the myeloid cell death and the survival of the mice. In contrary, mice expressing a low level of GFI1 can contain p53 activity by demethylating p53 lysine 372 supporting the survival and the expansion of the abnormal myeloid cells causing the mouse death.

### Gfi1 knockdown, but not knockout, causes a fatal MPN that can progress to myeloid leukemia

Several symptoms observed in Gfi1 KD mice observed over a period of almost 1 year [53–55] suggest that a MPN develops in these animals [56, 57]. Moreover, our finding that reduced Gfi1 expression levels almost exclusively orients the effect of both mutagenic agents, ENU and MMLV [1, 47–49], towards a myeloid leukemia is additional evidence that a low Gfi1 dose predisposes for MPN or AML. Since it is well known that patients with MPN can develop AML after secondary mutations [58–61], it is conceivable that our mouse models mimic the situation in human AML patients who already carry additional mutations and in combination with low *GFI1* expression have a faster disease progression from a previous less malignant MPN.

Our KD mouse model was engineered in such a way that a restoration of wild-type levels is possible. Thus, a rescue to normal Gfi1 expression leads to an elimination of MPN in mice, which clearly demonstrated that MPN is a direct consequence of reduced *GFI1* expression. This was confirmed by additional reports, showing that enforced expression of *GFI1* leads to maturation of myeloid leukemic cells in vitro and in vivo [43]. These findings also suggested that *GFI1* expression levels could be actionable for leukemia therapy. For instance, complete elimination of *GFI1* expression would render cells sensitive to p53-mediated cell death or restoration of reduced to normal *GFI1* expression could lead to differentiation of myeloid cells and delay or eliminate progression to leukemia. Drugs that initiate myeloid differentiation are already used in therapy to treat promyelocytic leukemia and a restoration of reduced *GFI1* expression to normal levels would have a similar and potentially therapeutic effect [43].

### Gfi1 dose has an effect on the regulation of p53 activity and the survival of myeloid cells

We have previously shown that Gfi1 can recruit LSD1 to p53 to remove methyl groups from lysine 372 [15, 16]. In the absence of Gfi1, p53 is, therefore, highly methylated at this residue and active [15] and accelerates programmed cell death in hematopoietic cells upon a stress signal [15, 62]. One of the major differences between KD and KO cells is that this high propensity of p53-mediated cell death is only observed in KO cells, very likely because the K372 methylation is much higher in KO cells as in KD cells. Elimination of one or two alleles of p53 eliminates this difference between KD and KO and as a result now KD and KO mice develop the same fatal MPN. This supports the notion that the regulation of p53 activity depends on the dose of Gfi1. This experiment also provides strong evidence for the hypothesis that a fatal MPN occurs in KD mice and not in KO mice because of a differential regulation of p53-mediated cell death.

### Gfi1 can regulate metabolic activity in myeloid cells and metabolic stress

One of the new discoveries of this study is the link between Gfi1 and the regulation of metabolic activity and stress such as the level of ROS. Reduced or absence of *GFI1* in young and healthy mice cause a higher oxygen consumption and acidification. For Gfi1-deficient cells to initiate an accelerated p53-mediated apoptosis, a stress signal is required since cells at steady state from KD or KO mice do not show different cell death rates. One explanation for such a stress signal could be the higher metabolic activity in cells, which most likely also causes the higher ROS level [63, 64]. Since a higher metabolic activity and ROS levels are also found in young and healthy KO and KD cells compared to controls, it is possible that this is not a consequence of ageing, but a direct result of aberrant gene regulation.

It is thus likely that KO mice respond to the higher level of ROS by activating p53 in myeloid cells and eliminating them by apoptosis so no MPN can develop. In contrast, KD mice cannot eliminate their myeloid cells by activating p53, since the low level of K372 methylation limits this step leading to myeloid accumulation over time and MPN in ageing animals (Fig. 8). In support of this, previous reports have shown that ROS can support the MPN development in humans [65–69] and can even be involved in chronic leukemia [70, 71]. According to these observations, using ROS inhibitors could perhaps reduce the aggressiveness of the disease in KD mice but would probably not fully rescue the phenotype of immature myeloid cell accumulation, which is provoked by the deregulations of specific myeloid gene sets. Hence it is conceivable that in KD mice, high levels of ROS could increase the severity of the MPN with a high potential to progress to a more malignant state.

## Electronic supplementary material

SUPPLEMENTAL INFORMATION

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Figure 5

Supplemental Figure 6

# Supplementary material for: Reduced expression but not deficiency of GFI1 causes a fatal myeloproliferative disease in mice
**Source:** Leukemia. 2018 Jun 20;33(1):110–21. doi: 10.1038/s41375-018-0166-1
**Supplement:** Supplementary file 1 — SUPPLEMENTAL INFORMATION

**SUPPLEMENTAL INFORMATION**

**SUPPLEMENTAL EXPERIMENTAL PROCEDURE**

**Flow cytometry analysis**

BM, spleen, blood and thymus from mice were analyzed by flow cytometry for CD4, CD8, CD3, CD44, CD25, Gr1, Mac1, B220 and CD19 expression markers. For progenitor analysis lineage cocktail (B220, CD3, CD4, CD8, Gr1, Mac1, Ter119, NK1.1, DX5, CD5, IgM), c-Kit, Sca1, Flt3, CD150 and CD48 antibodies were used. CD45.1 and CD45.2 were used for the competitive assay analysis. Antibodies directly conjugated to a fluorochrome or biotin, were purchased from BD Biosciences, eBiosciences or Biolegend. Cells were analyzed with a LSR I (BD Biosciences) and FlowJo software.

**Tumorigenesis assays**

3-4-week-old mice were injected intraperitoneally with N-ethyl-N-nitrosourea (ENU) or newborn mice were injected intraperitoneally with Moloney Murine Leukemia Virus (MMLV). Animals were sacrificed by CO_2_ euthanasia upon moribund appearance. Then, BM, splenic, blood and thymic cells were analyzed by flow cytometry to determine the leukemia type. Blood cell count was also measured with an Advia Hematology system.

**Rescue of Gfi1**

In the GFI1-KD mice, the targeted locus includes a floxed neo cassette oriented in anitisence to the endogenous Gfi1 transcription. The presence of the Neo cassette therefore leads to a low expression of the Human GFI1 “knockin” cDNA. KD mice were crossed with Mx-Cre transgenic mice to generate a model, in which the neo cassette can be removed and the normal GFI1 expression can be restored. To activate Cre-mediated recombination, Mx-cre KD mice were injected intraperitoneally with 250 ul of a 2mg/ml solution of pIpC in PBS, every second day, for five injections.

**Transplantation assay**

*Non competitive transplantation*: 5x10^6^ bone marrow cells (CD45.2) from sick KD mice or control KI mice were transplanted into lethally irradiated (9.5 Gy) CD45.1 mice. Animals were sacrificed by CO_2_ euthanasia upon moribund appearance.

*BM competitive and serial transplantations*: 5x10^5^ or 1x10^6^ bone marrow cells (CD45.2) from WT, KI, KD and KO mice were transplanted with an equal number of CD45.1 bone marrow cells (Ratio 1:1) into lethally irradiated (9.5 Gy) CD45.1 recipient mice. At 4, 8, 12 and 16 weeks, blood from transplanted mice was analysed for the expression of CD45.1 and CD45.2 markers. After 16 weeks, the animals were sacrificed and 3x10^6^ BM cells were transplanted a second time into lethally irradiated (9.5 Gy) CD45.1 recipient mice. BM cells and splenic cells were also analyzed to detect the presence of CD45.2^+^ progenitor cells, CD45.2^+^ myeloid cells or CD45.2^+^ lymphoid cells by flow cytometry.

**Homing assay**

*Non-competitive homing experiment*: 1x10^6^ bone marrow cells (CD45.2) from WT, KI, KD or KO mice were transplanted into lethally irradiated (9.5 Gy) CD45.1 mice. BM and splenic cells from recipient mice were analyzed 20-24 hours after transplantation for CD45.2 and CD45.1 expression and analyzed by flow cytometry.

*Competitive homing experiment*: 1x10^6^ bone marrow cells (CD45.2) from WT, KI, KD or KO mice were transplanted with an equal number of CD45.1 bone marrow cells (Ratio 1:1) into lethally irradiated (9.5 Gy) CD45.1 recipient mice. Then BM and splenic cells from recipient mice were analyzed like previously described in non-competitive homing experiment.

**RNA isolation and real-time PCR.**

For RNA isolation, cells were lysed in Trizol (Life technology) or in RLT buffer with 10% of β-mercaptoethanol (RNeasy Micro kit, Qiagen). RT-PCR was performed using Superscript II (Invitrogen). Real time PCR was performed in triplicates on the ViiA7 Real time PCR machine (Life technologies) in SYBR Green Master mix (Applied Biosystems). The expression of the gene of interest was calculated relative to the *Gapdh* mRNA (ΔC_T_) and is presented as “fold induction” relative to values obtained with the respective control (set as “1-fold”).

**Western blot analysis and Co-immunoprecipitation.**

After isolation, cells were lysed in NP-40 buffer in the presence of protease inhibitor cocktail (Complete Mini, Roche Diagnostics). The following antibodies were used for immunoblotting and co-immunoprecipitation: anti lamin B (C-20, Santa Cruz), anti Gfi1 (R&D systems), anti β-actin (Ac-15, Sigma-Aldrich), anti p53 (C-20, Cell signaling) and anti-methyl-p53 (K372, Abcam).

**Colony assay**

5000 BM or splenic cells were plated into 1 mL methylcellulose (Methocult M3434, Stemcell Technologies), cultured on 35 mm dishes. After 7 days of culture, images of the entire surface were collected using a 5X objective of a Zeiss Axiovert S100TV microscope and analyzed by MATLAB. Colonies were harvested and re-plated following the same procedure into methylcellulose every week for serial re-plating until exhaustion.

**Cell death**

AnnexinV staining was performed using the AnnexinV-APC and AnnexinV detection kit I (BD biosciences) by following the manufacturer’s instructions. Cells were analyzed with LSR I (BD Biosciences).

**ROS staining**

BM cells or sorted myeloid cells were incubated at 37 °C for 5 min with 5-(and-6)-carboxy-2′,7′-dichlorodihydrofluorescein diacetate (carboxy-H2DCFDA; Invitrogen, 1 μM) in pre-warmed RPMI medium, washed twice in pre-warmed medium and analyzed by FACS.

**Oxygen rate consumption analysis**

BM cells or sorted myeloid cells were cultured in assay media (XF base medium (Agilent), 200 mg glucose, 0,5 mM sodium pyruvate and 2 mM glutamine, pH 7.4) for 1 h without CO_2_ prior to measurement of O_2_ consumption by XF^e^24 (Seahorse Bioscience) with sequential addition of 1 μM of oligomycin, 1 μM of FCCP and 0,5 μM of rotenone.

**SUPPLEMENTAL FIGURE LEGENDS**

**Supplemental Figure 1: Mice expressing a low dose of Gfi1 develop a fatal myeloproliferative disease**

(**A**) FACS analysis of BM for myeloid cells. BM cells from healthy and young (4-12 weeks) WT, KI, KD and KO mice were stained for Gr1 and Mac1.

(**B**) Cytospins with BM cells from healthy and young (4-12 weeks) WT, KI, KD and KO mice. Cells were centrifuged on a glass slide and stained with May-Grünwald-Giemsa solution.

(**C**) Absolute numbers of monocytes in BM from healthy and young (4-12 weeks) WT, KI, KD and KO mice.

(**D**) FACS analysis of spleen for myeloid cells. Splenic cells from healthy and young (4-12 weeks) WT, KI, KD and KO mice were stained for Gr1 and Mac1.

(**E**) Absolute numbers of monocytes in spleen from healthy and young (4-12 weeks) WT, KI, KD and KO mice.

(**F**) Gating in red of myeloid cells (including Mac1^+^, Gr1^+^ and Mac1^+^Gr1^+^) in WT, KI, sick KD and KO mice used for the analysis in figure 1D.

(**G**) IL-6 and TNF-α concentrations in serum from WT, KI, young KD (yKD), young KO (yKO), old KD (oKD) and old KO (oKO).

(**H**) Cell numbers of MPP3 (Lin^-^Sca1^+^cKit^+^CD150^-^CD48^+^) and GMP (Lin^-^Sca1^-^cKit^+^CD34^low^CD16/32^+^) in the BM from WT, KI, KD and KO of young (y) and old (o) mice. Orange triangle means sick mouse.

(**I**) Number of proerythroblasts (CD71^+^ and ter119^low^) and ter119^+^ cells in the BM from WT, KI, KD and KO mice.

(**J**) Number of megakaryocyte progenitors (MkP: Lin^-^cKit^+^Sca1^-^CD42d^low^CD41^low^CD16/32^+^CD150^+^CD9^+^) and mature megakaryocytes (mat. Mk: Lin^-^cKit^+^Sca1^-^CD42d^+^CD41^+^) in the BM of WT, KI, KD and KO mice.

(**K**) Survival curves of mice transplanted with BM cells from sick KD mice and control KI mice. 5 million BM cells from sick KD and control KI mice were transplanted into lethally irradiated CD45.1 recipient mice. Mice were considered sick when they showed symptoms such as weight loss, shaking, and low mobility.

(**L**) FACS analysis of BM, splenic and blood cells from sick CD45.1 mice transplanted with sick KD mice BM cells. Cells were stained for CD45.1. CD45.2, Gr1 and Mac1.

(**M**) Cytospins with BM cells from sick CD45.1 mice transplanted with sick KD mice BM cells. Cells were centrifuged on a glass slide and stained with May-Grünwald-Giemsa solution.

**Supplemental Figure 2: Low level of GFI1 predisposes to myeloid leukemia**

(**A and D**) Survival curves of mice developing T cell leukemia and lymphoma after ENU (**A**) or MMLV (**D**) injections. WT, KI, KD, KO mice were injected with either ENU 3 to 4 weeks after the birth or with MMLV 24 to 72 hours after the birth. Mice were analyzed when they developed disease symptoms.

(**B and E**) Representative FACS plots of sick mice. BM and splenic cells from sick mice injected with either ENU (**B**) or MMLV (**E**) were stained for the expression of T cell markers CD4 and CD8 and analyzed by flow cytometry.

(**C and F**) White blood cell (WBC) number in sick WT, KI, KD and KO mice developing a T-ALL after either ENU (**C**) or MMLV (**F**) injection.

(**G and I**) Representative FACS plots of sick KD and KO mice. BM and splenic cells from sick mice injected with either ENU (**G**) or MMLV (**I**) were stained for the expression of myeloid markers Gr1 and Mac1 and analyzed by flow cytometry.

(**H and** **J**) White blood cell number (WBC) and large unstained cells (LUC, blasts) percentages in sick WT, KI, KD and KO mice developing a myeloid leukemia after ENU (**H**) or MMLV (**J**) injections.

(**K**) Proportions of T-ALL, myeloid leukemia, B-ALL, solid tumor and undeterminate disease in sick WT, KI, KD and KO mice injected either with ENU (left) or MMLV (right).

**Supplemental Figure 3: Gfi1 level rescue abrogates the myeloproliferative disease and myeloid leukemia predisposition**

**(A**) GFI1 expression by western blot in the thymus from Mx-cre/KD mice injected or not with pIpC, KD mice and KI mice. Lamin B was used as a loading control. Low = Low exposure and High = High exposure.

(**B**) Representative FACS plots of sick KD mice treated with pIpC and Mx-cre/KD mice treated or not with pIpC 80 days after ENU injections. BM and splenic cells from sick mice were stained for the expression of myeloid markers Gr1 and Mac1 and analyzed by flow cytometry.

(**C**) Representative FACS plots of sick KD mice treated with pIpC and Mx-cre/KD mice treated or not with pIpC 80 days after MMLV injections. BM and splenic cells from sick mice were stained for the expression of myeloid markers Gr1 and Mac1 and analyzed by flow cytometry.

**Supplemental Figure 4: Sick KD mice showed increase myeloid progenitors in the BM and in the spleen**

**(A**) Colony assay performed with 5000 BM cells from young (y) and old (o ; s = sick) WT, KI, KD and KO BM cells. BM cells were plated in 1 mL of methylcellulose and counted every 7 days. Every week, cells were harvested and plated in 1 mL of methylcellulose. A maximum of 3 successive platings were performed for this experiment.

(**B**) 1x10^6^ bone marrow cells (CD45.2) from WT, KI, KD or KO mice were transplanted with an equal number of CD45.1 bone marrow cells (Ratio 1:1) into lethally irradiated (9.5 Gy) CD45.1 recipient mice. Then BM and splenic cells from recipient mice were analyzed for CD45.1 and CD45.2 expression by flow cytometry, 20-24 hours after transplantation.

(**C**), (**D**) and (**E**) Bone marrow cells (CD45.2) from WT, KI, KD or KO mice were transplanted into lethally irradiated (9.5 Gy) CD45.1 recipient mice. 20-24 hours, BM and splenic cells from recipient mice were analyzed for CD45.2 expression (**C**) and for CD45.2 lineage negative cells in the BM (**D**). 6 weeks after transplantation, CD45.2^+^ cell numbers were measured in the spleen and in the BM as well as the number of LSK cells in the BM (**E**).

(**F), (G**) and (**H**) An equivalent number of CD45.1^+^ BM carrier cells and CD45.2^+^ BM cells from WT, KI, KD and KO mice were transplanted into lethally irradiated recipient CD45.1 mice. (**F**) After 16 weeks, transplanted mice were analyzed for the presence of CD45.2^+^ cells in the spleen and BM. BM cells from recipient mice were also analyzed for progenitor cells 16 weeks after the transplantation. Number of LSK cells (**G**) and representative FACS for progenitors (lin^-^) expressing c-Kit, Sca1, CD150 and CD48 (**H**).

**Supplemental Figure 5: KD mice showed a different survival and p53 responses compared to KO mice**

**(A**) RNAseq analysis performed to compare BM cells from young and “healthy” KD (“young KD”) and age matched young KO (“young KO”). Gene Set Enrichment Analysis of apoptosis and p53 signalings. 

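Across all genes, 6 of the 14839 tested genes had an adjusted p under 0.05 between the libraries labelled young KO and young KD, and 394 had an unadjusted p under 0.05. Of the 6 genes, 3 were higher and 3 lower in the libraries labelled KO, and 3 lie on chromosome 5, which also holds Gfi1. Within 10 Mb of Gfi1, 7.10% of the other tested genes had an unadjusted p under 0.05, against 2.56% elsewhere. With no filter beyond 1 count in any mouse, the alternative that moved this number most, 119 genes passed. The largest change was in Galnt9 (ENSMUSG00000033316, chromosome 5 from 110544355 to 110621380), with 25.1 ± 0.287 CPM (SD, n = 2 mice) in the libraries labelled young KO and 0.0125 ± 0.0176 CPM (SD, n = 2) in those labelled young KD. Its log2 fold change was 10.52 (standard error 0.32, adjusted p = 0.000738 from edgeR's quasi-likelihood test), and stayed between 9.80 and 12.84 with each mouse left out in turn. Lars2 on chromosome 9 was higher in the libraries labelled young KO, with a log2 fold change of 2.55 (standard error 0.13, adjusted p = 0.00472 from edgeR). Hist1h4m on chromosome 13 was lower, with a log2 fold change of -1.10 (standard error 0.09, adjusted p = 0.0334 from edgeR), and is uncertain because near-identical histone genes can share its reads. Neither Lars2 nor Hist1h4m passed the threshold when all 8 mice were fitted together (adjusted p = 1.00 from edgeR).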

NES: normalized enrichment score.

(**B**) Percentage of annexin V positive cells in KD and KO total BM cells.

(**C**) Percentage of annexin V positive cells in KD and KO total BM cells after irradiation (**IR**, 5Gy).

(**D**) *Puma, Noxa and p21* expression in BM cells from WT, KI, KD and KO mice after or not irradiation (5Gy). All values were normalized to the expression of the *Gapdh* gene and are presented relative to cDNA from no irradiated WT BM cells.

(**E**) Representative FACS gate for myeloid cell sorting from KD and KO mice for GSEA analysis.

(**F**) Two representative FACS plots from two independent experiments of ROS staining in sick KD (sKD) and age-matched old KO (oKO) BM cells. BM cells were stained with the H2DCFDA specific ROS probe.

(**G**) RNAseq analysis performed to compare BM cells from sick KD and age matched KO (“old KO”). 

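Of the 90 oxidative phosphorylation genes tested, 12 were lower and 1 higher in the libraries labelled old KO than in those labelled sick KD with an adjusted p under 0.05 from edgeR, and 21.1% had a log2 fold change above 0. The largest changes were in genes encoded by the mitochondrial genome. Expression of mt-Nd5, from 11742 to 13565 on that genome, was 108 ± 14.3 CPM (SD, n = 2 mice) in old KO and 509 ± 137 CPM (SD, n = 2) in sick KD. Its log2 fold change was -2.25 (standard error 0.22, adjusted p = 0.00406 from edgeR's quasi-likelihood test). For mt-Nd2 it was -1.72 (standard error 0.20, adjusted p = 0.00520 from edgeR), and for mt-Nd4 it was -1.49 (standard error 0.22, adjusted p = 0.00851 from edgeR). Mitochondrially encoded genes took 1.42% and 1.16% of the counts in the sick KD libraries and 0.464% and 0.675% in the old KO libraries. The sick KD libraries also held more RNA without a poly(A) tail, such as Rmrp at a mean of 6549 CPM against 1850 CPM in old KO. Whether the same difference between libraries raised the mitochondrially encoded genes was not tested. Without these genes, the NES of the set was -1.31 (gene-set permutation p = 0.0573).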

Example of Gene Set Enrichment Analysis of significantly modulated function: oxidative phosphorylation (OXPHOS). NES: normalized enrichment score.

(**H**) OCR and ECAR by BM cells from sick KD and age-matched KO mice (old KO) mice measured as previously in Figure 6B and C.

**Supplemental Figure 6: KD mice showed a different p53 signaling profile compare to the KO mice**

(**A**) Analysis of *p53* gene expression by RT PCR in KD (left, orange) and KO (right, yellow) mice missing or not one or two p53 alleles (total BM cells). All values were normalized to the expression of the *Gapdh* gene and are presented relative to cDNA from KD p53+/+ for the KD samples or KO p53+/+ for the KO samples.

(**B**) *Puma* gene expression by RT PCR in total BM cells from sick p53-/- KD and KO, and p53+/- KD and KO mice. All values were normalized to the expression of the *Gapdh* gene and are presented relative to cDNA from KD p53-/- or KD p53+/- BM cells.

(**C**) *Puma* gene expression by RT PCR in total BM cells from WT p53+/-, KI p53+/-, KD p53+/- and KO p53+/- mice after irradiation (5Gy).

(**D**) Colony assay performed with 5000 BM cells from WT, KI, KD and KO p53 +/- mice. BM cells were plated in 1 mL of methylcellulose and counted every 7 days. Every week, cells were harvested and plated in 1 mL of methylcellulose. A maximum of 3 successive platings were performed for this experiment.

(**E-F**) An equivalent number of CD45.1^+^ BM carrier cells and CD45.2^+^ BM cells from WT, KI, KD and KO p53 +/- mice were transplanted into lethally irradiated recipient CD45.1 mice. (**E**) After, 4, 8, 12 and 16 weeks, blood from transplanted recipient mice was analyzed for the expression of CD45.1 and CD45.2 by FACS. (**F**) After 16 weeks, transplanted mice were analyzed for the presence of CD45.2^+^ cells in the BM and spleen.

How the deposited data were processed for this re-analysis (not part of the article)

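RNA-seq counts of whole BM cells were analysed for 8 mice, 2 each labelled young KD, young KO, sick KD and old KO. The authors prepared stranded poly(A) libraries, aligned the reads to mm10 with Tophat, counted reads on Ensembl genes with HTSeq and deposited the raw count per gene of each mouse without normalization. Each mouse has counts for 41214 genes and 5 tallies of reads that HTSeq did not assign to a gene. The authors tested differential expression with DESeq and enrichment with the GSEA tool, and those results were not used here. The RNA-seq of sorted myeloid cells was not analysed here.

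Symbols and coordinates were taken from GENCODE M21 on GRCm38, the build of mm10, in which 40340 of the 41214 identifiers have a symbol. The libraries held between 26642067 and 42679114 counts on genes, with a median of 28390738 in sick KD, 33412018 in old KO, 35624726.5 in young KD and 37450864 in young KO. At this depth a gene with few counts is measured imprecisely, and with 2 mice per group the spread between mice limits the precision of most genes more than the counting does. Mice were grouped by the sample labels and the paper. The labels number the mice individually, and no number is shared between groups.

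Genes were tested with edgeR 4.0.16 in R 4.3.3 with TMM normalization, filterByExpr by group and the quasi-likelihood test, and an adjusted p under 0.05 (Benjamini-Hochberg) was the threshold. Each standard error was computed as the absolute log2 fold change divided by the square root of the F of that test. Young KO was compared with young KD and old KO with sick KD, each fitted on its own 4 mice. Sick KD was also compared with young KD and old KO with young KO, and the change of the KO-to-KD difference between young mice and old or sick mice was tested as an interaction in all 8 mice. CPM values are normalized by TMM, and log2 values use a pseudocount of 1. Enrichment was computed with fgsea 1.28.0 with weight 1 and 1000 gene-set permutations, on genes ranked by Signal2Noise, or by the difference of group means for positive regulation of cell death. Each SD in Signal2Noise was set to at least 0.2 times the mean. With so few permutations the p depends on the random draw, so 100000 permutations were added. The mean log2 fold change of each set was tested with camera of limma 3.58.1, with a preset correlation between genes of 0.01 and with the correlation estimated from the data.

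The paper names its gene sets without listing their members in the text. Reactome mouse sets distributed with fgsea were used for apoptosis and oxidative phosphorylation. Lists written by hand were used for positive regulation of cell death, p53 signaling and markers of cell types. The genes named in the text were chosen by a rule. It took each gene the paper names for expression, the p53 response or the sorted population, and for each KO-to-KD comparison the 3 protein-coding genes with the largest change in each direction among those past the threshold in which both KO mice lay on the same side of both KD mice. Immunoglobulin, T-cell receptor and sex-linked genes were left out of that choice. For gene sets it took the 3 members with the largest change in the direction of the set among those past the threshold. A430072P03Rik, Rn7sk, Rmrp, Rpph1, Terc and Xist are outside this rule and appear only in the additional observations. One alternative gene set for p53 signaling that was set in advance, and some genes that the rule selects, are not reported here.

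The rule, the comparisons, the hand-written lists and most alternatives were set before the data were examined. These alternatives were DESeq2 1.42.0 size factors and its Wald test, other filters on low counts, leaving out sex-linked and mitochondrial genes or the 50 genes with most counts, fitting all 8 mice together, other ranking metrics and gene lists, a pseudocount of 5, and leaving out each mouse in turn. Chosen after the data were seen were the removal of each library's trend in GC content, transcript length and gene span, the removal of small nuclear, small nucleolar, miscellaneous RNA and histone genes, and the 100000 permutations. Several tests of explanations were revised after a first version had been run, because the first version used the same genes in which the pattern had been noticed. Fold changes with a mouse left out were first computed on log2(CPM + 1) and then recomputed with edgeR to be on the scale of the reported values.

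The scripts were tested on simulated data drawn from the means and library sizes of the real mice, with 200 genes changed 4-fold. For the young comparison edgeR recovered 100% of these genes with 10 false calls among 210 calls on 14674 tested genes, and for the old and sick comparison 100% with 9 false calls among 209 calls on 14272 tested genes. A planted set of 60 genes reached an NES of 2.67 and 2.54 with Signal2Noise, and 0 of 20 random sets had a permutation p under 0.05. The simulation does not include correlation between genes, which the camera test with estimated correlation allows for. Every simulated gene had the same dispersion, 0.0167 for the young comparison and 0.0266 for the old and sick comparison, and genes with few counts were not changed. The recovery therefore does not give the power for genes with few counts or a larger spread between mice.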

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

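The tests of dividing cells, smaller libraries, chromosome 5 in young mice and a mislabelled mouse were chosen only after the result was seen, and both tests within a window around Gfi1 were added after the chromosome 5 result, the one in young mice last of all. The directions below between KO and KD rest on the labels, which the Gfi1 counts cannot check.

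The KO-to-KD difference changed between young mice and old or sick mice for 1122 of 15102 genes (interaction in edgeR, adjusted p under 0.05), with 653 higher and 469 lower. The paper does not report this comparison. With each library's trend in GC content, transcript length and gene span removed, 1983 genes passed, 839 higher and 1144 lower, and 1064 of the 1122 genes still passed in the same direction. Without small nuclear, small nucleolar, miscellaneous RNA and histone genes 916 genes passed, but these classes hold too few genes for this number to show whether they matter. Disease, age and the share of cell types differ between these groups together, and no test here separates them.

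Sick KD and young KD libraries differed in 3063 genes, while old KO and young KO libraries differed in 138 genes. The paper's text gives no RNA-seq comparison of one genotype across ages. A larger spread between the KO mice was tested as an explanation, but edgeR's biological coefficient of variation in the KO comparison was 1.02 times that of the KD comparison. With the trend in GC content, length and span removed, 4614 genes differed between sick KD and young KD, and 2921 of the 3063 genes still passed in the same direction. The disease of the KD mice may account for the difference in number, but weaker poly(A) selection in the same libraries, described next, cannot be told apart from it for genes that such a change would move.

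In the sick KD libraries 42.0% and 38.8% of uniquely aligned reads lay outside annotated genes, against 26.9% to 33.8% in the other libraries. RNA classes without a poly(A) tail were higher in the same libraries. The median log2 fold change between old KO and sick KD was -2.16 for 17 small nuclear RNA genes, -1.78 for 72 small nucleolar RNA genes and -1.22 for 58 histone genes, against 0.02 for protein-coding genes. Weaker poly(A) selection in the sick KD libraries is a candidate explanation. It was tested on Rmrp, Rpph1 and Terc, which carry no poly(A) tail and had not been looked at before. Their mean log2 fold change was -1.33, and each was higher in both sick KD libraries than in every other library. More dividing cells would also raise histone transcripts, but the mean log2 fold change of proliferation markers was 0.021 (adjusted p = 0.851 from limma's camera). Library size does not separate these libraries either, since the smallest old KO library, of similar depth, had 30.9% of reads outside genes. A true rise of these RNAs in sick mice was not separated from poly(A) selection, because both sick KD libraries share the disease.

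A430072P03Rik, a transcript that overlaps Gfi1 by 880 bases on the other strand (chromosome 5 from 107725157 to 107728801), had between 38.9 and 44.0 CPM in the 4 libraries labelled KD and at most 2.36 CPM in the 4 labelled KO, a log2 fold change of -4.80 in young mice (adjusted p = 0.000831 from edgeR). Galnt9 on the same chromosome had a log2 fold change of 10.52 in young mice, with 452 to 1085 counts in the libraries labelled KO and at most 1 in those labelled KD. Of the 6 genes past the threshold in young mice 3 lie on chromosome 5, where 886 of 14839 tested genes lie (Fisher's exact test, p = 0.00370), but the pattern was noticed in these same genes and this p cannot decide it. DNA of another mouse strain around the targeted gene could make nearby genes differ, although the labels give the same strain for all mice. Within 10 Mb of Gfi1, 32 of 165 other genes passed the threshold between old KO and sick KD, against 2590 of 14298 elsewhere (Fisher's exact test, p = 0.684), a comparison in which so many genes differ everywhere that it cannot decide this. Between young KO and young KD, where few genes differ, 12 of 169 other genes within 10 Mb (7.10%) had an unadjusted p under 0.05, against 375 of 14663 elsewhere (2.56%; Fisher's exact test, p = 0.00161). This is in line with a flanking region of other DNA, or with an effect of the targeted locus on its neighbours, which were not separated, and neighbouring genes are not independent. A mislabelled mouse was tested with A430072P03Rik in the old and sick libraries, with a midpoint set on the young mice. By this gene 4 of 4 libraries lay on the side of their own label. The gap between the lowest sick KD and the highest old KO library was 3.57 on the log2 scale. These values restate the separation given above for the same gene, so they are not an independent test. They show only that no single library departs from the others of its label in this gene. The neo cassette of the KD allele, which the supplement places in antisense to Gfi1, might give reads at A430072P03Rik, but counts per gene hold no read positions and this was not tested. Nor was an exchange of all KO and KD labels, which a comparison of libraries with each other cannot show.

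The oxidative phosphorylation set was lower in old KO than in sick KD, and its KO-to-KD difference changed between young mice and old or sick mice by a mean log2 of -0.31 (camera p = 1.87e-08 with the preset correlation, 0.311 with the estimated correlation of 0.490). The p therefore depends on the setting of the test, and not only through the correlation. For neutrophil markers in young mice the estimated correlation was 0.0154, close to the preset 0.01. Their camera p was 7.42e-11 with the preset correlation and 0.0242 with the estimated one. A large p from the estimated setting therefore cannot decide whether the set changed. Removing the trend in GC content, length and span left an NES of -1.33, a loss smaller than the prediction required of a cause. The share of reads outside genes would predict a difference of 0.265 in the mean of the set from the slope within the groups without disease, where the observed difference was -0.24 and 0 of 3 pairs of mice moved the same way. Fewer B cells would predict 0.199, also opposite in sign to the observed difference, with 1 of 3 pairs moving that way. From young KO to old KO the B-cell markers fell by 2.15 on the log2 scale while the mean log2 fold change of the set was -0.05, and from young KD to sick KD they fell by 3.89 while that of the set was 0.25. The opposite sign, and the KO mice in which the set did not rise, argue against fewer B cells as the cause. The 1 of 3 pairs and the KD mice go the other way, so these values do not settle whether fewer B cells play a part. A higher expression of these genes in sick KD marrow may be biological, but changes in other cell types were not tested. Nor was an effect of weaker poly(A) selection on the mitochondrially encoded genes tested.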

How the results depend on the processing

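The alternatives were set before the data were examined, except the removal of the trend in GC content, transcript length and gene span, the removal of RNA classes without poly(A) tail, and 100000 permutations, which were chosen after the data were seen. No cause of a change below was tested. No paired analysis was possible because the labels number each mouse individually and the groups share no number.

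With no filter beyond 1 count, 119 genes differed between young KO and young KD in place of 6, 4325 between old KO and sick KD in place of 2626, 796 between old KO and young KO in place of 138, and 2919 had an interaction in place of 1122. With DESeq2's Wald test these numbers were 26 for young mice, 383 for old KO against young KO and 1869 for the interaction. With all 8 mice in one fit, 3 genes differed between young mice and 4200 between old KO and sick KD. With the trend removed, 4614 genes differed between sick KD and young KD and 1983 had an interaction. Under the other alternatives each number stayed within 1.5 times its value. No number was computed with a mouse left out, since an arm of 1 mouse gives no call.

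For apoptosis in young mice the NES of 1.37 fell short of an unadjusted permutation p of 0.05 when genes were ranked by the difference of group means (1.30) or by edgeR's F (1.24), with a pseudocount of 5 (1.29) and with the Reactome intrinsic pathway (0.928), and reversed to -0.765 with the hand-written list. It was larger with at least 10 counts in every mouse (1.52, permutation p = 0.00855), and with 100000 permutations the p was 0.0194. p53 signaling in young mice, at -0.527, reversed to 0.777 with at least 10 counts in every mouse and to 0.837 with the list of genes that p53 activates, and none of its settings passed the threshold. In old KO against sick KD, p53 signaling at 1.34 passed it when ranked by the difference of group means (1.51) or by edgeR's F (1.59), with a pseudocount of 5 (1.596) and with at least 10 counts in every mouse (1.57). The oxidative phosphorylation score of -1.45 no longer passed with complex I to V subunits (-1.08) or without mitochondrially encoded genes (-1.31). It passed with a larger size when ranked by the difference of group means (-2.10) or by edgeR's F (-2.19), with a pseudocount of 5 (-2.01) and with at least 10 counts in every mouse (-1.51). Its mean log2 fold change of -0.26 had a camera p of 0.481 with the estimated correlation. Cell death and apoptosis in old KO against sick KD did not pass under any alternative run.

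Across the 4 fits that each left out one mouse, the NES ranged from 1.03 to 1.29 for apoptosis and from -0.924 to 0.727 for p53 signaling in young mice. Between old KO and sick KD it ranged from 0.710 to 0.943 for cell death, from 0.586 to 1.12 for apoptosis, from 1.10 to 1.34 for p53 signaling and from -1.66 to -1.12 for oxidative phosphorylation. For apoptosis in young mice the reported 1.37 lies outside its own range. Among the named genes 4 calls changed under alternatives, 2 weaker and 2 stronger, and 6 fold changes with a mouse left out moved by more than the spread between mice. Between old KO and sick KD among the genes reported, the log2 fold change changed sign with a mouse left out for Cdkn1a (from -0.44 to 0.33), Itgam (from -0.19 to 0.31) and Lars2 (from -0.29 to 2.77). The low counts of Lonrf2, Hrh1 and Stfa1 limit how well their fold changes are known. So do the absent counts of Galnt9 in the sick KD libraries.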

Differences from the paper's values

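For positive regulation of cell death in old KO against sick KD, the paper's NES is about 1.5 in Fig. 5C, read by eye, and the value here is 0.806. None of the alternatives set before the data were examined closed the gap, and the closest was ranking by edgeR's F with 0.970. For apoptosis the paper's NES is about 1.4 in Fig. 5C, read by eye, against 0.826 here. None of the alternatives set before the data were examined closed this gap, and the closest was the hand-written apoptosis list with 1.06.

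For p53 signaling the paper's NES is about 1.6 in Fig. 5C, read by eye, against 1.34 here. Of the alternatives set before the data were examined, ranking by the difference of group means gave 1.51 and ranking by edgeR's F gave 1.59. A pseudocount of 5 gave 1.596 and at least 10 counts in every mouse gave 1.57. Each lay within 0.103 of the paper's value, the SD of the score across the fits that each left out 1 mouse. Those fits have a group of 1 mouse, so this SD does not measure the error of the score. It cannot decide whether the gap closes. DESeq2's size factors gave 1.34, the list without cell-cycle genes 1.34 and the list of genes that p53 activates 1.41, which lay further from the paper's value. The gene sets used here are not those of the paper. The paper's methods name HTSeq read counts as the input of GSEA, whereas most rankings here used log2 values of normalized CPM. A ranking on read counts was not run.

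The paper states that the 3 sets in Fig. 5C are enriched in old KO cells. Here the permutation p was 0.823 for cell death, 0.845 for apoptosis and 0.0530 for p53 signaling. The paper states that p21 was upregulated in old KO cells by RT-PCR, whereas Cdkn1a had a log2 fold change of -0.11 in the RNA-seq counts (adjusted p = 0.829 from edgeR). It states the same of Noxa, and Pmaip1 had a log2 fold change of 0.57 (adjusted p = 0.0671 from edgeR). For young mice the paper reports no significant enrichment of apoptosis genes, and the set used here had an unadjusted permutation p of 0.0219, and 0.0691 after adjustment. The paper names oxidative phosphorylation as significantly modulated. Here the gene-set permutation p was 0.0230 with 1000 permutations, and 0.0691 after adjustment. With 100000 permutations, chosen after the data were seen, the unadjusted p was 0.00780. The adjusted value from 1000 permutations is thus no firm disagreement with the paper. The paper describes low Gfi1 expression in KD mice and its absence in KO mice, whereas Gfi1 had 13.2 to 29.9 CPM in the 4 libraries labelled KO, more than in those labelled KD. Counts on the gene do not show whether a functional transcript or protein is made. Reads of the human GFI1 cDNA of the KD allele were not counted separately.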

Other observations

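The tests for p53 signaling below were written before their results were seen. The directions between KO and KD rest on the labels, which the Gfi1 counts cannot check.

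p53 signaling genes were higher in the libraries labelled old KO than in those labelled sick KD, with a mean log2 fold change of 0.18 (adjusted p = 0.204 from limma's camera). With the trend in GC content, transcript length and gene span removed the NES fell from 1.34 to 1.16. That loss was smaller than the prediction required of a cause, but the permutation p rose from 0.0530 to 0.223, and neither passed the threshold. The share of reads outside genes would predict a difference of 0.0543 in the mean of the set and fewer B cells 0.0638, where the observed difference was 0.178. In 1 of 3 pairs of mice without disease the set moved with the reads outside genes in that direction, and in 2 of 3 pairs with the B-cell markers, so neither explanation is settled. Bbc3 was lower in sick KD than in young KD, with a log2 fold change of -1.02 (adjusted p = 0.0323 from edgeR), and its interaction was 1.56 (adjusted p = 0.0273 from edgeR). For old KO against young KO the log2 fold change of Bbc3 was 0.55 (adjusted p = 0.506 from edgeR).

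Markers of cell types differed between the groups. Between old KO and sick KD the mean log2 fold change was 1.43 for B cells (adjusted p = 2.47e-05 from limma's camera), 2.13 for erythroid cells (adjusted p = 1.05e-27), 1.07 for T and NK cells (adjusted p = 0.000495), -1.05 for neutrophils (adjusted p = 0.00470) and -0.57 for early granule genes (adjusted p = 0.00129). With the correlation estimated from the data the p was 0.330 for B cells, 0.0847 for erythroid cells, 0.206 for T and NK cells, 0.380 for neutrophils and 0.235 for early granule genes. Between young KO and young KD the mean log2 fold change was -0.48 for neutrophils (adjusted p = 5.56e-10 from limma's camera) and -0.32 for B cells (adjusted p = 4.55e-08). With the estimated correlation the p, not adjusted for the number of lists, was 0.0242 for neutrophils, the only marker list under 0.05 in either KO-to-KD comparison, and 0.242 for B cells. B-cell markers fell by 3.89 on the log2 scale from young KD to sick KD and by 2.15 from young KO to old KO, with a p of 0.0885 and 0.0291 under the estimated correlation.

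The paper reports serum TNF-α and IL-6. In BM cells, Tnf was lower in old KO than in sick KD, with a log2 fold change of -1.82 (standard error 0.20, adjusted p = 0.00496 from edgeR), at 24.7 ± 2.18 CPM (SD, n = 2 mice) in sick KD and 7.07 ± 1.49 CPM (SD, n = 2) in old KO. In young mice Tnf was at 6.81 CPM in KD and 7.37 CPM in KO. Il6 had a log2 fold change of 0.81 (standard error 0.38, adjusted p = 0.177 from edgeR) between old KO and sick KD.

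Xist had 1789 and 1406 CPM in the sick KD libraries and between 630 and 941 CPM in the other libraries. Ddx3y on chromosome Y had 2 counts in one young KO library, 1 in one sick KD library and 0 in the other 6. Rn7sk was the most counted gene in both sick KD libraries, with 19289 and 27755 CPM, against 7850 to 10131 CPM elsewhere. Lars2 had 22.7 CPM in one old KO library and 190 CPM in the other, and Hist1h4m had 0.632 CPM and 125 CPM in the same libraries.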
